# Of eyes and embryos: subfunctionalization of the *CRX* homeobox gene in mammalian evolution

**DOI:** 10.1098/rspb.2019.0830

**Published:** 2019-07-24

**Authors:** Amy H. Royall, Stephen Frankenberg, Andrew J. Pask, Peter W. H. Holland

**Keywords:** marsupial, blastocyst, preimplantation, gene duplication, transcription factor, DDC

## Abstract

ETCHbox genes are fast-evolving homeobox genes present only in eutherian (placental) mammals which originated by duplication and divergence from a conserved homeobox gene, *Cone-rod homeobox* (*CRX*). While expression and function of *CRX* are restricted to the retina in eutherian mammals, ETCHbox gene expression is specific to preimplantation embryos. This dramatic difference could reflect the acquisition of new functions by duplicated genes or subfunctionalization of pleiotropic roles between *CRX* and ETCHbox genes. To resolve between these hypotheses, we compared expression, sequence and inferred function between *CRX* of metatherian (marsupial) mammals and ETCHbox genes of eutherians. We find the metatherian *CRX* homeobox gene is expressed in early embryos and in eyes, unlike eutherian *CRX*, and distinct amino acid substitutions were fixed in the metatherian and eutherian evolutionary lineages consistent with altered transcription factor specificity. We find that metatherian *CRX* is capable of regulating embryonically expressed genes in cultured cells in a comparable way to eutherian ETCHbox. The data are consistent with *CRX* having a dual role in eyes and embryos of metatherians, providing an early embryonic function comparable to that of eutherian ETCHbox genes; we propose that subfunctionalization of pleiotropic functions occurred after gene duplication along the placental lineage, followed by functional elaboration.

## 1. Introduction

Gene duplication is postulated to facilitate evolutionary change and innovation through providing new genetic material which can gain or lose functions over evolutionary time. Although most homeobox gene families are highly conserved across Metazoa, there are examples of homeobox genes that have undergone duplication followed by extreme sequence divergence in some lineages.

The Otx homeobox gene family provides a striking example. Following characterization of the *Drosophila orthodentical* (*otd*) gene, two homologues were rapidly identified in mammals: *OTX1* and *OTX2* [1]. Subsequently, a third gene family member was identified, named *OTX5* or *CRX* [2,3]. These three Otx family genes are descendants of the whole-genome duplications that occurred in vertebrate ancestry; they are found across jawed vertebrates and share high sequence similarity. More recently, it was shown that a series of highly divergent homeobox genes, specific to eutherian mammals, originated later in evolution by tandem duplication from the *CRX* gene followed by extreme sequence divergence away from a canonical Otx-type sequence. Their pattern of sequence divergence has been described as asymmetric, meaning that the ‘parental’ gene (*CRX*) has undergone far less sequence change than the ‘daughter’ genes [3–6]. The descendent genes are so distinct in sequence from Otx family genes that they were given their own gene family names: *Tprx*, *Dprx*, *Leutx* and *Argfx* [7] and collectively ETCHbox [5]. This innovation and sequence change is of note as lineage-specific genes could have important roles in evolution [8]. In eutherian mammals, the ‘parental’ *CRX* gene locus is flanked by *Tprx1* (called *Crxos* in mouse) and *Tprx2* (Obox genes in mouse); the other duplicates are more distantly located or on another chromosome [5,9]. There is also variation between eutherian species as to which ETCHbox are retained or lost, and which have been duplicated further [5].

Divergent sequence evolution is mirrored by distinct expression patterns and probable functions. The ETCHbox genes of human and cow are expressed predominantly in early development, in a sharp pulse around the 8-cell to 16-cell stages [5,10,11]. Mouse ETCHbox genes are more variable in expression, but are also specific to the very early embryo [9,12,13]. Ectopic expression in cell culture, followed by RNA sequencing (RNA-seq), has uncovered putative roles in controlling a suite of downstream genes, including genes peaking in expression before blastocsyst and implicated in cell fate and fetal–maternal interactions [5,9].

By contrast, the *CRX* gene encodes a transcription factor implicated in the specification of photoreceptor fate in the developing eye [3,14,15]. There is also some evidence for trace expression of *CRX* in the early embryo in human and mouse, but the levels are too low to be identified by whole embryo RNA-seq [5,9,16]. Mouse models with perturbed *CRX* function or *CRX* gene deletion are characterized by the near or complete absence of vision from birth, and mutations in humans can cause cone–rod dystrophy [14,17,18]. Expression in the eye has also been reported for *Crx*/*Otx5* in frog, chicken, zebrafish (two genes) and dogfish [2,19–21]. However, in some non-mammalian vertebrates, *CRX* expression has also been found in embryonic tissues. For example, in the frog *Xenopus laevis, crx (Xotx5)* RNA is detected in the Spemann organizer of the gastrula and in anterior neuroectoderm [2,22]; in dogfish *Scyliorhinus canicula*, *Crx (Otx5)* expression can be detected in the embryonic brain by *in situ* hybridization in addition to the developing eye [21,23].

It is unclear whether the vertebrate *CRX* gene had ancestral roles in the early embryo, which have been secondarily lost in the eutherian mammal lineage [3], or alternatively whether some sites of embryonic expression were independently gained in *Xenopus* and dogfish. This question is closely tied to understanding the evolution of ETCHbox genes, because these embryo-specific genes were derived from *CRX* in eutherian mammal evolution. If *CRX* was pleiotropic with roles in embryos and eyes prior to the emergence of eutherian mammals, the distinct functions in eutherians could reflect subfunctionalization after gene duplication, followed by gradual and progressive optimization of multiple ETCHbox roles to subtly different embryonic roles [9]. By contrast, if *CRX* was ancestrally eye-specific, ETCHbox genes and their functions would be very radical innovations acquired by eutherian mammals only, thus marking a clear distinction to other vertebrates. It is not clear which scenario is more likely, since eutherian mammal embryogenesis has a mixture of plesiomorphic and derived features. The eutherian mammal lineage encompasses the emergence of the extant Placentalia, characterized by extended embryogenesis and development of a highly invasive placenta that contributes to embryo nutrient exchange throughout embryogenesis. A comparison to non-eutherian mammals is key to resolving these questions. Marsupials (metatherians) are the immediate outgroup to eutherian mammals, and their embryos do establish maternal interactions albeit with a less invasive placenta than in eutherian mammals [24]. Furthermore, metatherians do not possess ETCHbox genes, as these arose from *CRX* specifically on the eutherian stem lineage.

In this study, we ask whether a metatherian *CRX* gene is eye-specific or whether it also has expression and possible function in the early embryo, comparable to ETCHbox genes. Using sequence comparisons, we first show that specific amino acid changes occurred in the *CRX* proteins of metatherians and eutherians, compatible with alterations to transcription factor function during mammalian evolution. We examined the expression of the *CRX* gene in metatherian development, detecting expression in early embryos and in the eye. To enable comparisons to previously characterized functions of eutherian ETCHbox genes, we expressed metatherian and eutherian *CRX* genes ectopically in cell culture and examined transcriptomic responses using RNA-seq and qPCR. These experiments uncovered similarities in activity between metatherian *CRX* and eutherian ETCHbox genes, consistent with subfunctionalization and progressive specialization after gene duplication in eutherian mammal evolution.

## 2. Material and methods

### (a) Protein sequence analysis

Deduced protein sequences were gathered from NCBI and aligned using MAFFT to identify amino acid substitutions in the homeodomain. The inferred vertebrate ancestral sequence was estimated using FastML [25] (electronic supplementary material, S1A). We tested for positive selection using CodeML implemented in PAML [26], using a branch-model to estimate the dN/dS ratio by assigning two independent ratios, specifying the branch leading to eutherian mammals (model = 2, NSsites = 0).

### (b) Gene expression analysis

To examine mouse gene expression, publicly available RNA-seq datasets (electronic supplementary material, S2A) from across preimplantation development were analysed using kallisto v0.42.4 using GRCm38 coding sequences and default settings to obtain a number of transcripts-per-million mapped reads (TPM) [27]. Coding sequences for *Oboxa7*, *Oboxb2* and *Oboxd2* were manually added to the GRCm38 coding sequence dataset as they are currently unannotated. Other mouse transcripts examined were *Crx* (ENSMUST00000044434.12), *Crxos* (ENSMUST00000171280.2), *Oboxa1* (ENSMUST00000108513.4), *Oboxa4* (ENSMUST00000067288.14), *Otx1* (ENSMUST00000006071.13) and *Otx2* (ENSMUST00000226501.1).

### (c) Dunnart conceptus expression

Dunnart single-cell RNA-seq data were derived from a larger study to be published in a separate manuscript. Dissociated single cells from a range of conceptus stages were processed using Clontech SMART-Seq v4 3′ DE kit, with sample volumes scaled down five-fold. Libraries were prepared using the Illumina Nextera XT DNA Sample Preparation Kit and sequenced at 1 million reads per cell (12 cells per multiplexed library) on an Illumina Nextseq 500 platform. Using the Galaxy Web-based analysis platform (https://usegalaxy.org/), de-multiplexed reads were mapped to dunnart genomic scaffolds (S.F. & A.J.P. 2019, unpublished) using Bowtie for Illumina (default parameters) and assembled into transcripts using Stringtie and Stringtie Merge. Stringtie was then reapplied to the mapped reads using the Stringtie Merge output as a transcripts reference file to produce the TPM (transcripts per million) dataset reported here. *CRX* was identified among the Stringtie Merge assembled transcripts using BLASTn.

### (d) Reverse transcriptase polymerase chain reaction

Fat-tailed dunnart tissue collections were approved by the University of Melbourne Animal Experimentation Ethics Committees and were in accordance with the National Health and Medical Research Council of Australia (2004) guidelines. Total RNA was extracted from frozen adult female dunnart tissues using the RNeasy Mini Kit (Qiagen), followed by treatment with DNA-*free* (Ambion) to eliminate genomic DNA. Oligo(dt)-primed first-strand cDNA was reverse transcribed using Superscript III (Invitrogen). PCR was performed using GoTaq Green (Promega) in a 20-µl reaction volume for 40 cycles of 95°C for 15 s, 61°C for 20 s and 72°C for 20 s. Dunnart-specific primer sequences were: *CRX*- forward AAGATCAATCTCCCAGAATCCCGAG; *CRX*-reverse AGTCAGTGCATAGGAAGAGGAGG; *TBP*- forward TCCCCAATGACCCCTATGACTC; *TBP*-reverse TTTCTGGCTGCTAACCTGGAC. Products were analysed by electrophoresis.

### (e) Ectopic expression and transcriptomic responses

Plasmids containing V5-tagged human *CRX,* V5-tagged opossum *CRX* (RefSeq: XM_001372308.2, Genscript CloneID: Omc23124) or no homeobox gene, along with a puromycin resistance gene (Oxford Genetics; OG3422), were electroporated using a NEPA21 system (NEPAGENE) into Mouse Embryonic Fibroblasts (MEFs, ScienCell: M7540-57) and allowed to recover for 48 h in DMEM (Gibco: 11965092; 1% PenStrep (Gibco: 15140122), 10% FBS). Cells for immunocytochemistry were fixed in 4% formaldehyde in PBS for twenty minutes before permeabilization using 0.1% Triton-X in 1× PBS, 0.1% Tween-20. Antibodies and visualization are described previously [9].

Cells for RNA harvesting had media replaced for DMEM containing puromycin (0.5 µg ml^−1^). Puromycin was kept in the media for 5 days with a media change on day 3. Puromycin was washed off using multiple short (5 min) incubations in DMEM and cultured overnight. RNA was harvested in triplicate per sample (control, metatherian *CRX*, eutherian *CRX*) using RNeasy Micro Plus kit (Qiagen) following manufacturer's instructions. RNA was prepared for sequencing using the Illumina TruSeq library preparation kit and size of the fragments checked (Agilent D1000 ScreenTape). RNA was sequenced using the Illumina NextSeq500 platform using 2 × 75 bp paired end reads giving between 68 and 121 million reads per sample. Transcriptome reads were aligned used STAR aligner v2.4.0 (genome assembly: mm10 GRCm38) and Cufflinks v2.2.1 software used to deduce FPKM values; FeatureCounts v1.4.6 produced raw read counts [9]. Clustering using Mfuzz software [28] and gene list overlap analysis was performed as described in Royall *et al.* [9]. Quantitative PCR (qPCR) experiments used New England BioScience Luna Universal One-Step qPCR kit according to manufacturer's instructions and Prime Pro 48 Real-Time qPCR system (Techne). qPCR analysis was performed relative to the *Gapdh* housekeeping gene and relative expression was calculated by comparison to control MEFs transfected with the ‘no homeobox gene’ plasmid.

Mouse-specific qPCR primers are *Gapdh*-forward CGGGTTCCTATAAATACGGACTG, *Gapdh*-reverse AATACGGCCAAATCCGTTCA, *Hbegf*-forward TCCCTCTTGCAAATGCCTC, *Hbegf*-reverse GGACGACAGTACTACAGCCA, *Ptgs2*-forward TGGGTGTGAAGGGAAATAAGG, *Ptgs2*-reverse GAAGTGCTGGGCAAAGAATG, *Smarca1*-forward TATGCCCTTGAAAGCAGACC, *Smarca1*-reverse TGTTGGAGACTTCTGTGCTG.

To enable comparisons between transcriptomic responses following *CRX* and ETCHbox ectopic expression, differential expression analysis was carried out on FPKM counts using R package DESeq2 [29]. The resulting list of differentially expressed genes was compared with those differentially expressed following ETCHbox ectopic expression (previously obtained using the same methodology as in [9]) and overlapping responses calculated as a percentage of total differentially regulated genes in this study. The extent of overlap was assessed using Fisher's exact test. The GO term enrichment analysis used the functional annotation chart from DAVID Bioinformatics Resources v6.8 [30,31].

## 3. Results

### (a) Eutherian-specific substitutions in CRX homeodomain

We hypothesized that if a pleiotropic CRX protein underwent subfunctionalization during the evolution of eutherian mammals, with some functions partitioned to ETCHbox genes, this may have resulted in novel amino acid substitutions associated with CRX specialization in the eutherian lineage. We searched for *CRX* sequences across vertebrates and confirmed the identity of opossum *CRX* using synteny to mouse and human loci (figure 1). As *CRX* encodes a transcription factor, we focused on the homeodomain sequence responsible for sequence-specific DNA binding and target gene specificity. Comparison of the CRX homeodomain sequence from a range of vertebrates revealed high conservation, but with substitutions in some lineages (figure 1*a*).

**Figure 1.**
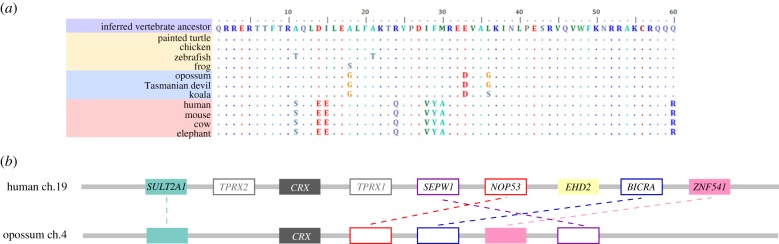
(*a*) Eight amino acid changes are present in all eutherian mammal CRX homeodomains and absent in non-eutherian vertebrates. Two conserved amino acid changes are metatherian-specific and not found outside of metatherians. (*b*) Synteny of opossum *CRX* relative to orthologous human genomic region confirms the identity of opossum *CRX* locus. Assembly of dunnart genome is not complete enough to describe the syntenic region. (Online version in colour.)

We find substitutions at eight amino acid sites in the CRX homeodomain of eutherian mammals, all completely conserved between eutherians examined (figure 1*a*). By contrast, metatherian CRX has undergone substitutions at three sites (two conserved); other lineages have undergone limited change. A phylogenetic tree of CRX protein sequences clearly separates metatherian and eutherian *CRX* genes (electronic supplementary material, S2B).

We tested if the eutherian-specific substitutions were driven by positive selection, as indicated by an elevated dN/dS (*ω*) ratio, but found the long divergence times were associated with saturation of dS and gave unreliable *ω* estimation. Nonetheless, the amino acid changes in eutherian mammals are consistent with an altered function compared to other vertebrates, compatible with the subfunctionalization hypothesis. We find no evidence for reciprocal compensatory changes in ETCHbox homeodomains (electronic supplementary material, S2C).

### (b) *CRX* expression in metatherian embryos and eyes

If subfunctionalization occurred after gene duplication, with retinal functions retained by eutherian *CRX* and embryonic roles retained by diverging ETCHbox genes, then the ancestral mammalian *CRX* gene would have had expression in eyes and in early embryos. If neofunctionalization occurred, with ETCHbox genes acquiring novel roles, the ancestral gene would be eye specific. To resolve between these alternatives we examined *CRX* gene expression in a metatherian.

We analysed single-cell RNA-seq data from early developmental stages of the fat-tailed dunnart (*Sminthopsis crassicaudata*), a marsupial in the family Dasyuridae. We found expression of *CRX* in the early embryo (figure 2), with mean TPM of 79.6 at 16-cell, 14.1 at 32-cell and 40.8 at 64-cell (electronic supplementary material, S1B). By contrast, comparable analysis of mouse and human whole embryo RNA-seq data revealed no expression in the blastocyst or earlier stages, when ETCHbox genes are specifically expressed [5] (figure 2). Using reverse transcriptase polymerase chain reaction (RT-PCR) we confirmed the expected, widely conserved, expression of *CRX* in the adult metatherian eye (electronic supplementary material, S2D). These data imply that the ancestral mammalian *CRX* gene was expressed in embryos and eyes, and in the eutherian lineage these properties were separated after gene duplication.

**Figure 2.**
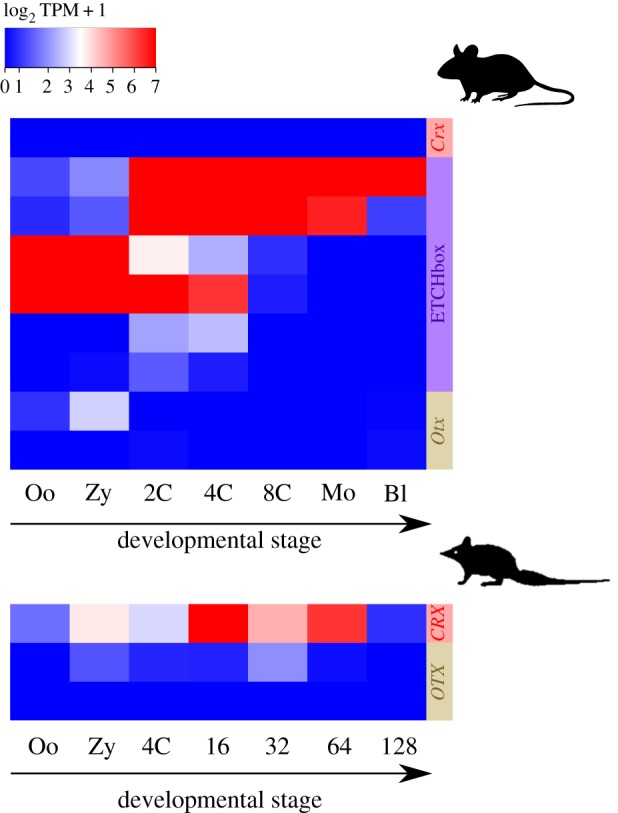
Comparison of eutherian (mouse, top) and metatherian (fat-tailed dunnart, bottom) *CRX* gene expression. Mouse ETCHbox genes, but not *Crx,* are expressed in early embryos. Dunnart *CRX* is expressed in early embryos. Expression levels represented as Log2 TPM + 1 (TPM in electronic supplementary material, S1B) Embryonic stages: Oo = oocyte, Zy = zygote, 2C = two cell, 4C = four cell, 8C = eight cell, Mo = morula, Bl = blastocyst, 16 = 16 cell, 32 = 32 cell, 64 = 64 cell, 128 = 128 cell. Embryonic stages not necessarily equivalent between species. ETCHbox genes from top to bottom*: Crxos, Oboxa1, Oboxa4, Oboxa7, Oboxb2, Oboxd2*. Otx genes from top to bottom: *Otx1*, *Otx2*.

### (c) Radical restructuring of transcriptomes by the metatherian CRX protein

We hypothesized that a homeodomain protein with diverse roles (in early embryo and eye) would be capable of regulating more target genes and influencing more regulatory networks than a homeodomain protein of highly specialized function. 

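Mouse embryonic fibroblasts (MEFs), connective tissue cells cultured from mouse embryos, were electroporated with a plasmid that carried opossum *CRX* (metatherian CRX), human *CRX* (eutherian CRX) or no homeobox gene (control), each with a puromycin resistance gene. The paper's methods give 48 h of recovery, 5 days in puromycin at 0.5 µg per ml and culture overnight before RNA was harvested, whereas the sample labels give 48 h after selection. Each of the 3 conditions has 3 libraries. Reads of 75 bp from both ends of each fragment were aligned by the authors with STAR v2.4.0 to mm10 (GRCm38) and counted on the exons of each gene with featureCounts v1.4.6, and these counts were deposited without normalization. Between 54145701 and 94699657 counts per library fell on genes, with a median of 70896423 in control, 68418688 with eutherian CRX and 77337528 with metatherian CRX. The sample labels name 1 sequencing run for all libraries, so that no sequencing batch separates them. Of the 22068 genes listed, 10100 were kept, namely those that passed edgeR's filterByExpr and had a mean FPKM above 2 in at least 1 condition, with FPKM computed from the counts and the exon length of each gene. Counts were scaled with edgeR's TMM factors, which lay between 0.961 and 1.10. Each comparison was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 10100 genes, in 1 fit of all 9 libraries with the replicate number as a block, and a gene was called at an adjusted p under 0.05. Normalized values are CPM, the counts scaled to a common library size with these factors. The numbers of called genes moved with the threshold, the test, the libraries in the fit, the filter and the block, and among the settings fixed in advance most with an unadjusted threshold.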

We expressed ectopically a *CRX* gene from a metatherian (*Monodelphis domestica*) and an eutherian mammal (*Homo sapiens*) in primary mouse embryonic fibroblast cells and used RNA-seq to determine effects on global transcriptome, relative to cells transfected with a control vector. Although this experiment does not mimic closely the *in vivo* situation, previous studies have found that ectopic expression of related homeobox genes in cultured cells can drive biologically relevant transcriptomic changes [5,9]. Immunocytochemistry confirmed that both transfected genes are translated into protein (electronic supplementary material, S2E). Following overexpression, the two *CRX* orthologues had different global effects (figure 3). 

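In a principal component analysis of log2 CPM over the 10100 kept genes, the first component held 56.0% of the variance. On it, eutherian CRX replicates 1 and 2 lay at -27.4 and -30.9, beside control replicates 1 and 2 at -32.3 and -21.4, whereas eutherian CRX replicate 3 lay at 55.0. The metatherian CRX libraries lay at 0.700, 12.7 and 36.8, and control replicate 3 at 6.84. The second component held 16.2% of the variance, and on it every control library lay below every CRX library. The control libraries lay there at -6.35, -15.1 and -36.1. The CRX libraries lay between 1.17 (eutherian CRX replicate 3) and 14.5 (metatherian CRX replicate 1). This separation was not tested. The log2 differences between eutherian CRX replicates 1 and 2 had an SD of 0.148 over genes, and those between replicates 1 and 3 an SD of 0.850. Between replicates of the other conditions the SD lay between 0.243 and 0.573. A direct test of metatherian against eutherian CRX called 0 of 10100 genes at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg), and 1165 genes had an unadjusted p under 0.05, of which 748 were higher and 417 lower with metatherian CRX. With upper-quartile scaling this split was 597 higher and 574 lower. At the adjusted threshold, the alternative fixed in advance with all libraries that moved the direct test most was DESeq2's Wald test on the same counts, which called 317 genes. The fit without eutherian CRX replicate 3 called 340, the fit without metatherian CRX replicate 3 called 147, and each of the other 7 fits without 1 library called 0, with from 435 to 1594 genes at an unadjusted p under 0.05. Across genes, the log2 fold changes of the 2 comparisons with control correlated at r = 0.68, and genes are not independent replicates. Both comparisons use the same control libraries, and unchanged groups simulated against these controls gave a median r of 0.54 (range 0.50 to 0.55 in 40 simulations, in which genes vary independently). Without eutherian CRX replicate 3 the observed r was 0.39, where 8 simulations of the same fit gave a median of 0.44 (range 0.42 to 0.47). Without control replicate 3 it was 0.62, where they gave 0.66 (range 0.65 to 0.68). In each of the other 7 fits without 1 library it lay above every simulation of that fit.

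**Figure D1:**
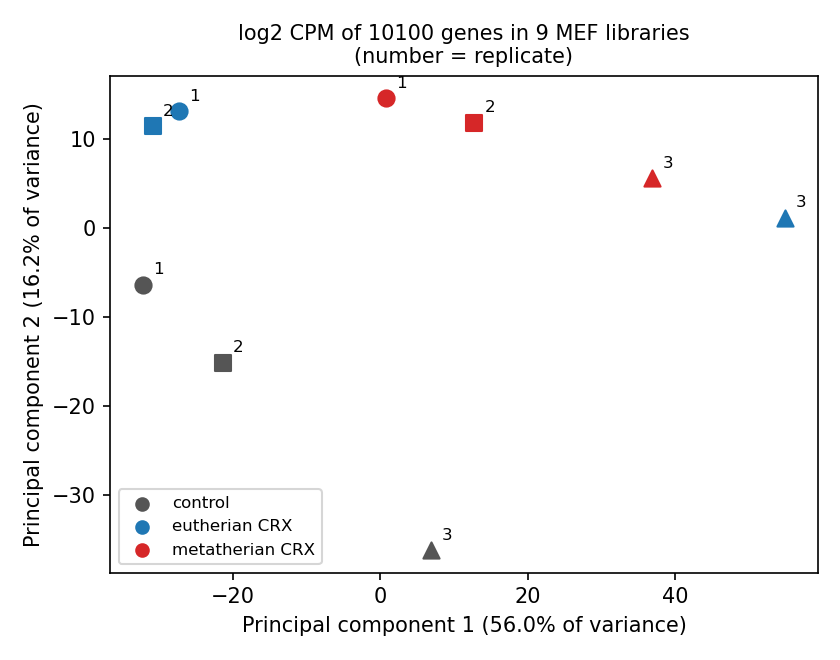
Principal component 1 (56.0% of the variance) against principal component 2 (16.2%) of log2 CPM in the 9 libraries, coloured by condition and marked by replicate number. Eutherian CRX replicate 3 lies at 55.0 on component 1 and replicates 1 and 2 of the same condition at -27.4 and -30.9. On component 2 every control library lies below every CRX library.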

Ectopic expression of metatherian *CRX* resulted in differential expression of 1496 genes (661 up, 835 down; FPKM > 2, *p* < 0.05; electronic supplementary material, S1C). 

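Against control, metatherian CRX gave 0 genes higher and 3 genes lower among 10100 tested at an adjusted p under 0.05 from edgeR's quasi-likelihood test, with a smallest adjusted p of 0.036. At an unadjusted p under 0.05 there were 913 genes higher and 1056 lower. The 3 called genes were lower with metatherian CRX than in the control of the same number in all 3 pairs. *Apoe*, on chromosome 7 of GRCm38 from 19696244 to 19699166, had 20.7 ± 8.02 CPM (SD, n = 3) in control and 5.07 ± 1.72 CPM (SD, n = 3) with metatherian CRX, a log2 fold change of -2.02 (standard error 0.17, adjusted p = 0.036 from edgeR). *Gadd45b*, on chromosome 10 from 80930091 to 80932204, fell from 36.4 ± 14.1 to 14.7 ± 5.30 CPM (log2 fold change -1.30, standard error 0.10, adjusted p = 0.036 from edgeR). *Socs3*, on chromosome 11 from 117966079 to 117970341, fell from 63.6 ± 17.4 to 27.3 ± 7.63 CPM (log2 fold change -1.22, standard error 0.11, adjusted p = 0.042 from edgeR). With 1 library left out, the log2 fold change of each gene stayed within -2.14 to -1.91, -1.34 to -1.26 and -1.32 to -1.15, and its adjusted p from edgeR was above 0.05 in 7 of the 9 fits. The counts of called genes rose to 395 higher and 496 lower without eutherian CRX replicate 3, and to 266 and 218 without metatherian CRX replicate 3, and were 0 without any 1 of the other 7 libraries, where from 1019 to 1948 genes had an unadjusted p under 0.05. Among the settings with all libraries, DESeq2 on the counts called 472 genes higher and 532 lower. Of the 661 genes the paper lists as higher in S1C, 609 were kept, and all 609 had a log2 fold change above 0 with a median of 0.67. Of the 835 listed as lower, 764 were kept, and all 764 had one below 0 with a median of -0.82. These lists were drawn from the same libraries, so the shared direction is not independent evidence.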

Ectopic expression of eutherian *CRX* resulted in differential expression of only 580 genes (118 up, 462 down; electronic supplementary material, S1C). 

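Eutherian CRX against control gave 2 genes higher and 59 lower of 10100 at an adjusted p under 0.05 (edgeR quasi-likelihood test), and 225 genes higher and 640 lower at an unadjusted p under 0.05. One of the 2 higher genes was *Crx* itself, which may count reads of the transfected gene. The other, *Sqrdl*, on chromosome 2 of GRCm38 from 122764928 to 122809569, had 69.5 ± 23.6 CPM (SD, n = 3) in control and 107 ± 29.1 CPM (SD, n = 3) with eutherian CRX, a log2 fold change of 0.65 (standard error 0.09, adjusted p = 0.039 from edgeR). The libraries of the 2 conditions overlapped, and in each pair of the same number the eutherian CRX library was higher. The largest falls among called genes that fell in all 3 pairs were in *Siglecg* on chromosome 7 from 43408193 to 43418350 (5.82 ± 2.88 CPM in control, 1.28 ± 0.146 CPM with eutherian CRX, log2 fold change -2.07, standard error 0.31, adjusted p = 0.049 from edgeR), in *Mki67* on chromosome 7 from 135689782 to 135716408 (49.9 ± 14.3 against 12.5 ± 5.96 CPM, log2 fold change -2.06, standard error 0.17, adjusted p = 0.027 from edgeR) and in *Nuf2* on chromosome 1 from 169497934 to 169531464 (9.56 ± 2.395 against 2.38 ± 0.519 CPM, log2 fold change -1.996, standard error 0.23, adjusted p = 0.032 from edgeR). In each of these 3 genes every eutherian CRX library was below every control library, and chance keeps 3 libraries apart from 3, in either direction, for 10% of genes. No gene was called when any 1 of the control or eutherian CRX libraries, or metatherian CRX replicate 1, was left out, with from 508 to 1047 genes at an unadjusted p under 0.05. Without metatherian CRX replicate 2 there were 1 gene higher and 15 lower, and without replicate 3 there were 114 genes in all. These 2 libraries enter this comparison only through the estimates of the spread and of the block. DESeq2 on the counts called 38 genes higher and 295 lower. All 61 genes called here are in the paper's S1C lists in the same direction. Of the 462 genes listed there as lower, 412 were kept, all with a log2 fold change below 0 and a median of -0.90.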

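In the fit of all 9 libraries, 0 genes were called higher and 2 genes, *Apoe* and *Socs3*, lower in both comparisons with control. At an unadjusted p under 0.05 in both, 117 genes were higher and 408 lower. Because the comparisons share their 3 control libraries, some overlap arises without any effect. In 40 simulations of unchanged groups against these controls, the median overlap was 89 genes higher (range 68 to 113) and 115 lower (range 94 to 149) at the same unadjusted threshold, and at most 1 gene lower at the adjusted one. Without metatherian CRX replicate 3, 57 genes were lower in both comparisons at the adjusted threshold, and no overlap was simulated for that fit. The supplementary lists of S1C also hold 2 genes listed in opposite directions in the 2 comparisons. *Mbnl3*, on chromosome X of GRCm38 from 51113494 to 51206035, had 18.1 ± 6.06 CPM (SD, n = 3) in control, 12.4 ± 3.58 CPM with eutherian CRX and 29.8 ± 4.51 CPM with metatherian CRX. Its log2 fold change was 0.77 (standard error 0.19, adjusted p = 0.12 from edgeR) for metatherian and -0.53 (standard error 0.19, adjusted p = 0.49 from edgeR) for eutherian CRX, and the difference of 1.30 between the orthologues had an adjusted p of 0.24 from the direct edgeR test. *Irgm1*, on chromosome 11 from 48865245 to 48871415 and with 3 further exon intervals elsewhere in the authors' annotation, had log2 fold changes of 1.05 (standard error 0.33, adjusted p = 0.17 from edgeR) and -0.41 (standard error 0.32, adjusted p = 0.81 from edgeR), and its count therefore pools exons at more than 1 place. Without metatherian CRX replicate 3, the change with metatherian CRX reached 0.99 in *Mbnl3* (adjusted p = 0.027 from edgeR) and 1.495 in *Irgm1* (adjusted p = 0.011 from edgeR). Over all alternatives its adjusted p ranged from 1.1e-04 to 0.9999 for *Mbnl3* and from 4.4e-05 to 0.9999 for *Irgm1*. For eutherian CRX the adjusted p ranged from 0.0045 to 0.999994 for *Mbnl3* and from 0.079 to 0.999994 for *Irgm1*. *Mbnl3* newly passed the threshold there in 1 setting fixed in advance and 2 added later.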

There was partial response overlap with 61 common genes upregulated in the two experimental conditions and 278 downregulated. The discrepancy in the number of genes differentially regulated is not due to different levels of ectopic gene expression (electronic supplementary material, S2F) or variations in methodology, as samples were prepared in pairs and associated in the analysis. 

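Reads of the transfected human gene may be counted on mouse *Crx*, which lies on chromosome 7 of GRCm38 from 15865947 to 15879955. The counts do not separate them from reads of the mouse gene itself. The eutherian CRX libraries held 627, 995 and 313 *Crx* counts, or 7.82, 14.7 and 4.14 CPM, a mean of 8.88 ± 5.35 CPM (SD, n = 3). The control libraries held 0, 0 and 0, where a count of 0 allows up to 3 counts, so *Crx* was at least 154-fold higher with eutherian CRX (adjusted p = 0.032 from edgeR). The metatherian CRX libraries held 4, 0 and 0 counts. Reads of the opossum gene were thus hardly counted on mouse *Crx*, and the counts give no level of metatherian CRX to set beside that of eutherian CRX. The bound covers counting error only, and it lay between 104-fold and 207-fold with each library left out in turn. It takes each count as a separate event, and would be lower if both reads of a fragment were counted. The paper compares the levels in S2F, which was not analysed here. Library totals overlapped between the conditions, and thinning every library to the total of the smallest left 3 genes called for metatherian and 59 for eutherian CRX, against 3 and 61 with all counts. To see whether the replicate numbers mark the pairs, the deviations of each library from the mean of its condition were correlated across genes. Of the 9 pairs of libraries with the same number in different conditions, 8 correlated above 0.1, from 0.0034 to 0.75. Of the 18 pairs with different numbers, 5 did, and their highest was 0.72, between control replicate 1 and eutherian CRX replicate 2. Eutherian CRX replicates 1 and 2 differed little (SD 0.148), so this value cannot tell number 1 from number 2. Eutherian CRX replicate 2 also correlated more with metatherian CRX replicate 1 (0.67) than with control replicate 2 (0.28) or metatherian CRX replicate 2.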

Gene Ontology (GO) term enrichment analysis showed that genes downregulated following eutherian CRX expression are enriched for cell cycle functions (electronic supplementary material, S1D), whereas those downregulated following metatherian CRX expression are enriched for terms relating to the extracellular matrix (electronic supplementary material, S1E). 

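GO terms were not tested here. In their place, a list of cell cycle genes and a list of extracellular matrix genes were tested with camera (limma, preset correlation between genes of 0.01) in the design with the block, and 6 tests were adjusted together. The 82 cell cycle genes kept had a median log2 fold change of -0.67 with eutherian CRX, 76 of them lower (adjusted p = 1.6e-38 from limma), and of -0.48 with metatherian CRX, 72 of them lower (adjusted p = 2.0e-18 from limma). The 81 extracellular matrix genes had a median of -0.72 with metatherian CRX, 63 of them lower (adjusted p = 5.3e-07 from limma), and of -0.75 with eutherian CRX, 75 of them lower (adjusted p = 5.1e-17 from limma). Between the orthologues, cell cycle genes were higher with metatherian CRX by a median of 0.12 (adjusted p = 1.2e-06 from limma), and extracellular matrix genes differed by a median of 0.03 (adjusted p = 0.17 from limma). Under fry, the fall of cell cycle genes held for both orthologues (adjusted p = 0.0022 for eutherian and 0.0046 for metatherian CRX from limma), and no other of the 6 results did. With an estimated correlation only the fall of cell cycle genes with eutherian CRX held (adjusted p = 0.036 from limma). With the Reactome sets in place of the lists, the median of the cell cycle genes with eutherian CRX was -0.0096, 202 of 381 of them lower (adjusted p = 0.0069 from limma). That of the extracellular matrix genes was -0.29, 120 of 160 of them lower (adjusted p = 4.9e-07 from limma). With metatherian CRX these medians were -0.038 and -0.14, and neither passed the threshold (adjusted p = 0.12 and 0.15 from limma). The median of the cell cycle genes relative to the control mean lay between -0.68 and -0.59 in the eutherian CRX libraries, and at -0.51, -0.73 and -0.21 in the metatherian CRX libraries. That of the extracellular matrix genes was -0.29 and -0.39 in eutherian CRX replicates 1 and 2 and -1.33 in replicate 3, and -0.38, -0.40 and -1.18 in the metatherian CRX libraries. Without control replicate 3, the medians of the extracellular matrix genes were -0.34 for metatherian and -0.39 for eutherian CRX, and without eutherian CRX replicate 3 the latter was -0.44. The median difference of the cell cycle genes between the orthologues was 0.24 without metatherian CRX replicate 2 and 0.07 without metatherian CRX replicate 3. Leaving out eutherian CRX replicate 3 also turned the difference of the extracellular matrix genes between the orthologues to -0.13 (adjusted p = 0.019 from limma), and without metatherian CRX replicate 1 it was -0.08. It was 0.12 without eutherian CRX replicate 1, 0.22 without eutherian CRX replicate 2 and 0.13 without metatherian CRX replicate 3, and the adjusted p from limma ranged from 0.0041 to 0.93 over all alternatives.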

We conclude that a metatherian CRX homeodomain protein elicits more downstream changes after ectopic expression than a eutherian CRX protein in a mouse fibroblast context.

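The number of called genes was 3 for metatherian and 61 for eutherian CRX in the fit of all 9 libraries, and the order of the 2 numbers depended on the setting. Of the 15 settings fixed in advance that use all libraries of a comparison, metatherian CRX had more called genes in 4, eutherian CRX in 9, and the numbers were equal in 2. With 1 library left out, metatherian CRX had more in 2 of the 9 fits, eutherian CRX in 1, and 0 genes were called for either in 6. The 4 settings were DESeq2 on the counts with 1004 against 333 genes, DESeq2 on rounded FPKM with 32 against 5, edgeR on only the 6 libraries compared with 398 against 0, and the unadjusted threshold with 1969 against 865. At an unadjusted p under 0.05 from the test of each setting, metatherian CRX had more genes in all of these settings and fits. There were 1317 against 615 without the block, and 1019 against 611 without metatherian CRX replicate 1. The settings and fits share libraries and are not independent. As a measure without a threshold, the SD of the log2 difference from the control library of the same number was taken over the 10100 genes. It was 0.49, 0.52 and 0.63 for metatherian CRX and 0.30, 0.36 and 0.68 for eutherian CRX in numbers 1, 2 and 3. The metatherian value was thus larger in numbers 1 and 2 and the smaller one in number 3, and with 3 pairs no exact test can reach a p under 0.05. Control libraries, which received no CRX, differed from each other with an SD of 0.243, 0.444 and 0.551. The values against control therefore also hold variation between libraries and are not sizes of a response alone. From its numbers of differentially expressed genes, and after setting aside the level of the ectopic gene and the methodology as reasons, the paper concludes that the metatherian protein elicits more changes in these fibroblasts.

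**Figure D2:**
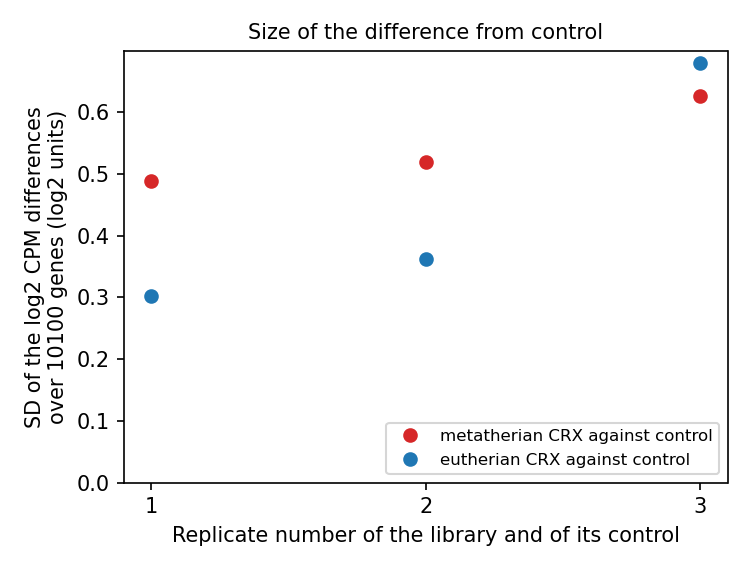
SD over 10100 genes of the log2 CPM differences between each CRX library and the control library of the same replicate number, 1 point per pair of libraries. The values are 0.49, 0.52 and 0.63 for metatherian and 0.30, 0.36 and 0.68 for eutherian CRX. Pairs of control libraries, not drawn, differed with an SD of 0.243, 0.444 and 0.551.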

**Figure 3.**
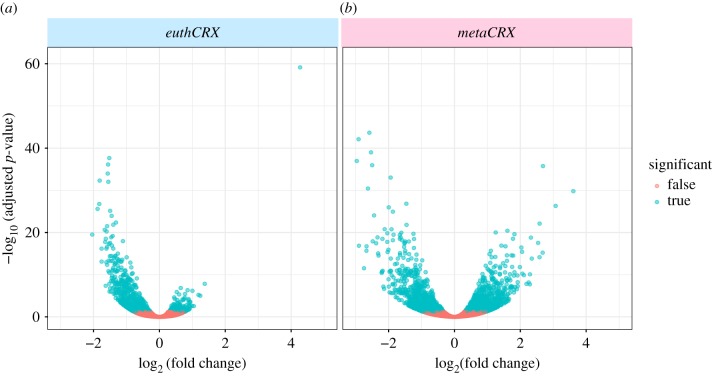
Effect on transcriptome of *CRX* ectopic gene expression. Metatherian *CRX* (*metaCRX*; (*b*)) induces more changes in gene expression than eutherian *CRX* (*euthCRX*; (*a*)) following ectopic expression. Both genes have more downregulatory effects than upregulatory effects. Volcano plots of –log10(adjusted *p*-value) and log2 fold-change following differential gene expression analysis. (Online version in colour.)

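More called genes were lower than higher for eutherian CRX, at 96.7% of 61 genes, and all 3 genes called for metatherian CRX were lower. At an unadjusted p under 0.05, 74.0% of the genes were lower with eutherian CRX and 53.6% with metatherian CRX. The order kept with upper-quartile scaling, at 609 lower against 247 higher for eutherian and 1189 against 775 for metatherian CRX, and with relative-log-expression size factors, at 637 against 233 and 1028 against 947. It turned for metatherian CRX without control replicate 3, where 664 genes were lower and 764 higher at an unadjusted p under 0.05, and among called genes without metatherian CRX replicate 3, where 218 were lower and 266 higher. The median log2 fold change over all kept genes was -0.01 for metatherian CRX and 0.0013 for eutherian CRX.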

### (d) Metatherian CRX protein regulates genes expressed in preimplantation development

To assess if transcriptomic changes elicited by CRX protein expression are associated with developmental functions, we first asked how many of the differentially regulated genes are normally expressed in mouse embryos. We compiled a database of genes expressed in preimplantation mouse embryos [9] and found the transcriptomic response to metatherian *CRX* includes 732 genes that are dynamically expressed in normal preimplantation mouse development (349 up, 383 down, electronic supplementary material, S1F). Of the genes affected by ectopic eutherian *CRX*, only 277 are dynamically expressed in mouse preimplantation development (52 up, 225 down, electronic supplementary material, S1F).

Grouping developmentally expressed genes into sets based on their temporal expression profiles reduces the complexity of analysis and can help distinguish signal from noise [5,9,10]. We asked if the differentially expressed genes were enriched for genes that follow particular temporal profiles in development. If profile enrichment is found, this can increase confidence in the biological relevance of the transcriptomic response and provide clues to putative *in vivo* roles [5,9,10]. We used a clustering approach to assign all mouse genes to 85 different temporal expression profiles spannning early embryonic development (elctronic supplementary material, S2G), and tested if the lists of genes differentially regulated after *CRX* ectopic expression were enriched for particular temporal profiles.

We did not find profile enrichment in the lists of genes upregulated either by metatherian CRX or by eutherian CRX proteins. We also found no profile enrichment in the set of genes downregulated by eutherian *CRX* ectopic expression, or the common set of genes downregulated by both eutherian and metatherian CRX proteins (figure 4). However, we found significant enrichment for three temporal profiles in the list of genes downregulated by only metatherian *CRX* ectopic expression (profiles 203, 207 and 229; electronic supplementary material, S2G). The temporal gene expression patterns encapsulated by these profiles differ in detail, but all three are composed of mouse genes showing a reduction in gene expression level between the two-cell and eight-cell stages of embryonic development (figure 4). We conclude that the metatherian CRX protein, but not the eutherian CRX protein, is capable of downregulating genes with common expression patterns in the early mouse embryo and is more likely to have *in vivo* functions at this period of development. Specifically, metatherian CRX can regulate a suite of genes that show declining expression in early mouse development. We propose that this activity reflects an *in vivo* role of the metatherian *CRX* gene: downregulating expression of specific genes before blastocyst formation.

**Figure 4.**
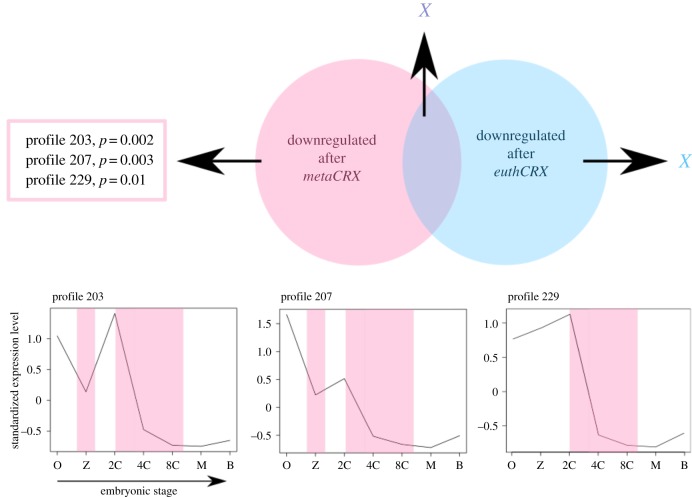
Mouse preimplantation clusters significantly regulated by metatherian *CRX* ectopic expression. Coloured strips identify common features of the clusters which we propose are related to the endogenous action of metatherian *CRX*. (Online version in colour.)

### (e) Common downstream effects of metatherian *CRX* and eutherian Obox genes

If the embryonic roles of eutherian ETCHbox genes arose initially by subfunctionalization, a prediction is that metatherian *CRX* should have comparable embryonic roles to ETCHbox. Specifically, we hypothesized that ectopic expression of metatherian CRX protein would elicit similar downstream effects to ectopic expression of ETCHbox genes. As ETCHbox genes subsequently underwent further duplication and diversification they may have gained or lost roles, but some similarities should remain. By contrast, if the embryonic functions of ETCHbox genes are a novelty that arose by neofunctionalization, expression of either metatherian or eutherian *CRX* would have equally dissimilar downstream effects to ETCHbox genes. To test these predictions, we took the lists of embryonic genes differentially regulated by ectopic *CRX* expression and compared these to similarly derived lists for mouse ETCHbox genes [9]. Figure 5*a* displays these comparisons as the percentage of ETCHbox responsive genes (differentially expressed genes, DEGs) that are also *CRX* responsive. These lists will include direct and indirect targets. Figure 5*b* shows the data displayed as absolute numbers of shared responsive genes. These comparisons show that, for all ETCHbox genes examined, the overlap in responsive genes is larger for metatherian *CRX* than for eutherian *CRX*. To test whether the latter conclusion is driven primarily by transcriptomic profile or is an artefact of sample size (eutherian *CRX* expression affects fewer genes globally than does metatherian *CRX*), we used Fisher's exact test. This showed that overlap between metatherian *CRX* and murine Obox genes is stronger than that for eutherian *CRX* even when the sample size is accounted for (figure 5*a*). We conclude that metatherian *CRX* affects the expression of a similar, but not identical, set of targets as do *Crxos* and Obox genes (mouse ETCHbox genes).

**Figure 5.**
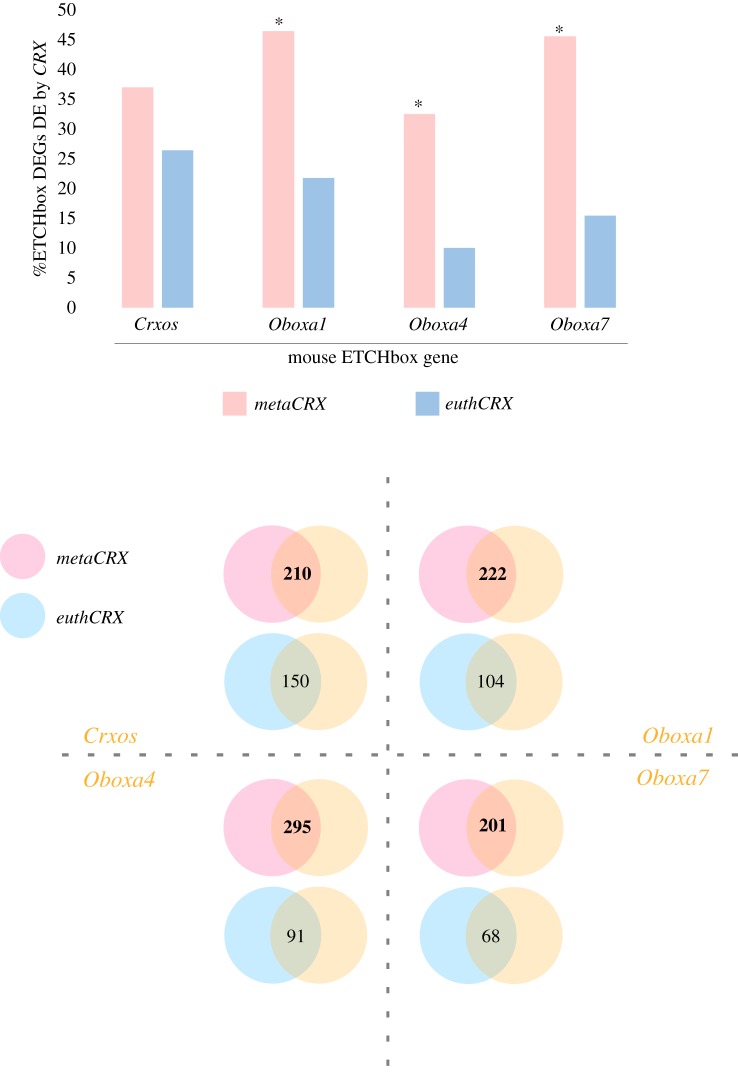
Gene sets downstream of mouse ETCHbox genes are more similar to gene sets downstream of metatherian *CRX* than eutherian *CRX*. Comparing lists of differentially regulated genes shows more genes are commonly regulated by metatherian *CRX* and each ETCHbox gene than by eutherian *CRX* and ETCHbox genes. (*a*) Percentage of DEGs following ETCHbox ectopic expression also regulated following *CRX* ectopic expression. Analyses show that the overlaps between Obox DEGs and *metaCRX* DEGs are stronger than the overlaps between Obox DEGs and *euthCRX* DEGs when the total sample size is taken into account (indicated by *). (*b*) Numbers of genes in the overlap between *metaCRX* and *euthCRX* with four mouse ETCHbox genes are shown by Venn diagrams.

As metatherian *CRX* and mouse ETCHbox genes are capable of eliciting similar transcriptomic effects, we asked what embryonic functions might be the basis of the similarity. We focused on genes with well-characterized roles in early mammalian embryogenesis. Metatherian *CRX* ectopic expression leads to differential expression of genes with reported roles in early eutherian development including maternal communication (*Hbegf*), downregulation of the maternal inflammatory response (*Ptgs2*) and chromatin remodelling (*Smarca1*) among others (electronic supplementary material, S1G). Each of these genes was also regulated by one of more mouse ETCHbox genes, but none are regulated following eutherian *CRX* gene overexpression. Furthermore, we repeated transfections of all eutherian *CRX*, metatherian *CRX* and *Oboxa1* and treated samples in parallel. 

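*Hbegf* lies on chromosome 18 of GRCm38 from 36504927 to 36515805, *Ptgs2* on chromosome 1 from 150100124 to 150108017 and *Smarca1* on chromosome X from 47809370 to 47892931, and no exon of another gene in the authors' annotation overlaps theirs. *Hbegf* had 136 ± 53.3 CPM (SD, n = 3) in control and 238 ± 30.3 CPM (SD, n = 3) with metatherian CRX, a log2 fold change of 0.80 (standard error 0.43, adjusted p = 0.35 from edgeR). *Ptgs2* had 263 ± 63.4 and 443 ± 46.6 CPM, a log2 fold change of 0.74 (standard error 0.34, adjusted p = 0.29 from edgeR). *Smarca1* had 17.7 ± 3.40 and 10.1 ± 2.09 CPM, a log2 fold change of -0.80 (standard error 0.38, adjusted p = 0.30 from edgeR). In each of the 3 genes the metatherian CRX libraries lay entirely on 1 side of the control libraries, as 10% of genes do by chance. With each library left out in turn, the log2 fold change stayed between 0.43 and 1.25 for *Hbegf*, between 0.48 and 1.15 for *Ptgs2* and between -1.12 and -0.51 for *Smarca1*, with the smallest size of each without control replicate 3, and the largest without control replicate 2 for *Hbegf* and *Ptgs2* and without metatherian CRX replicate 3 for *Smarca1*. *Smarca1* was called without eutherian CRX replicate 3 (adjusted p = 0.026 from edgeR) and with only the 6 libraries compared in the fit (adjusted p = 0.046 from edgeR), and its adjusted p ranged from 2.4e-04 to 0.9999 over all alternatives. Of the 19 genes in S1G, 18 were kept, and all 18 moved in the direction that the paper lists. Of these, 0 had an adjusted p under 0.05 over the 10100 genes, 13 had an unadjusted p under 0.05, and 12 passed when adjusted over the list alone, which is not independent evidence because the paper chose the list on these libraries. The 12 do not include *Hbegf*, *Ptgs2* or *Smarca1*. DESeq2 on the counts called 11 of the 18 over all genes.

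**Figure D3:**
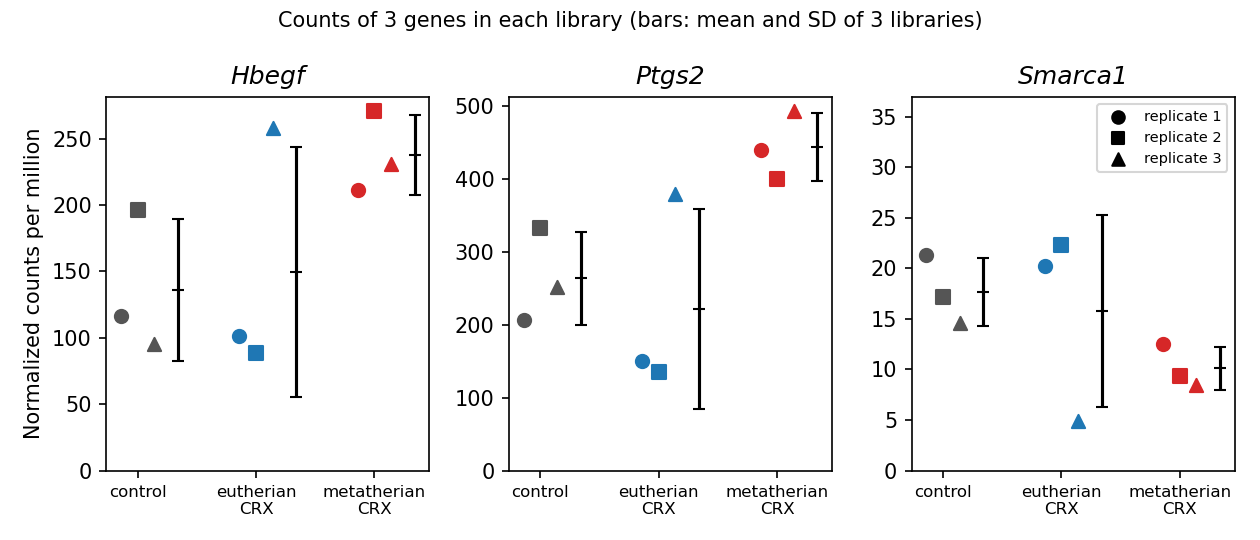
CPM of *Hbegf*, *Ptgs2* and *Smarca1* in each library, with the mean and SD of the 3 libraries of each condition. Every metatherian CRX library is above every control library for *Hbegf* and *Ptgs2* and below every one for *Smarca1*, and eutherian CRX replicate 3 lies apart from replicates 1 and 2 in all 3 genes.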

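With eutherian CRX, the 3 genes had log2 fold changes against control of 0.07 for *Hbegf* (standard error 0.44, adjusted p = 0.985 from edgeR), -0.37 for *Ptgs2* (standard error 0.34, adjusted p = 0.85 from edgeR) and -0.32 for *Smarca1* (standard error 0.38, adjusted p = 0.89 from edgeR). These means combine replicates that differed. *Hbegf* had 101, 88.7 and 258 CPM in eutherian CRX replicates 1, 2 and 3, where the metatherian CRX libraries had 211, 271 and 231 CPM. *Ptgs2* had 150, 134 and 379 CPM against 439, 399 and 492 CPM, and *Smarca1* had 20.2, 22.3 and 4.91 CPM against 12.5, 9.34 and 8.50 CPM. Without eutherian CRX replicate 3, the log2 fold change against control was -0.56 for *Hbegf*, -0.85 for *Ptgs2* and 0.17 for *Smarca1*. The direct test between metatherian and eutherian CRX gave differences of 0.73 for *Hbegf* (standard error 0.44, adjusted p = 0.57 from edgeR), 1.12 for *Ptgs2* (standard error 0.34, adjusted p = 0.33 from edgeR) and -0.48 for *Smarca1* (standard error 0.39, adjusted p = 0.69 from edgeR). Of the 18 genes of S1G that were kept, 16 also moved in the listed direction with eutherian CRX. Of these 18, 5 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 over all genes. Both comparisons use the same control libraries, so some shared direction arises without any effect. Unchanged groups simulated against these controls shared the sign in a median of 67.4% of all genes. No such value was simulated for genes chosen by their change, so the 16 are not evidence of a shared response. When adjusted over the list alone, 2 passed for eutherian CRX and 2 for the difference between the orthologues.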

Transcriptome analysis by qPCR shows that *Hbegf*, *Ptgs2* and *Smarca1* are regulated by metatherian *CRX* and *Oboxa1* in the same direction, emphasizing the similarity of likely embryonic roles. Again, similar regulation following eutherian *CRX* expression is not observed (figure 6).

**Figure 6.**
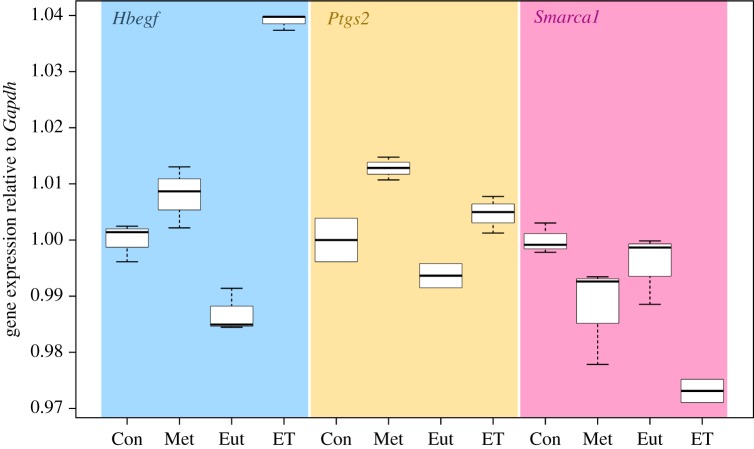
Genes with known roles in early eutherian development are similarly regulated following metatherian *CRX* and ETCHbox ectopic expression. A qPCR assay confirms that following metatherian *CRX* or *Oboxa1* ectopic expression, RNA levels of both *Hbegf* and *Ptgs2* are increased, but following eutherian *Crx* ectopic expression neither are upregulated. Similarly, following ETCHbox and metatherian *Crx*, but not eutherian *Crx*, ectopic expression Smarca1 expression decreases. Con = control, Met = metatherian *CRX*, Eut = eutherian *CRX*, ET = ETCHbox gene (*Oboxa1*). (Online version in colour.)

## 4. Discussion

The duplication, degeneration and complementation (DDC) model of gene evolution postulates that duplication of a pleiotropic gene leads to functional redundancy, followed by stochastic mutation of different functional elements in each duplicate gene and distribution of ancestral gene functions between the duplicates [32]. This can be an intermediate step in the evolution of new or optimized gene functions, because if a pleiotropic gene is deployed for two or more roles in the same organism, it might not be possible for natural selection to optimize the gene for each role simultaneously. This resolution from compromise has been termed ‘escape from adaptive conflict’ [33]. Alternatively, when a new gene originates by a duplication event, it could acquire entirely new functions (or additional functions) through ‘neofunctionalization’. Distinguishing between these alternatives is crucially important if we wish to understand the origin and evolution of biological traits. However, they are not always straightforward to distinguish as this needs comparable information from outgroups, ideally close outgroups.

There is currently much interest in the processes that underpin early development of humans, from fertilization and embryonic genome activation through to the determination of cell fates, as these events have practical relevance to stem cell biology and assisted reproductive technologies. The ETCHbox genes of humans and other eutherian mammals are expressed after embryonic genome activation and before cell fate determination and may be central to these processes [5,9,11,34]. We wished to understand how these gene functions arose in evolution as, paradoxically, their most closely related and parental gene (*CRX*) is expressed almost exclusively in the eye. Using marsupials (metatherians) as an outgroup, we found evidence that after the duplication of *CRX* in eutherians, subfunctionalization occurred. The *CRX* gene retained an ancestral role in the eye, while the highly divergent ETCHbox genes retained ancestral functions in the early embryo; our data argue that the single *CRX* gene of marsupials has dual properties, aligning with the DDC model (figure 7).

**Figure 7.**
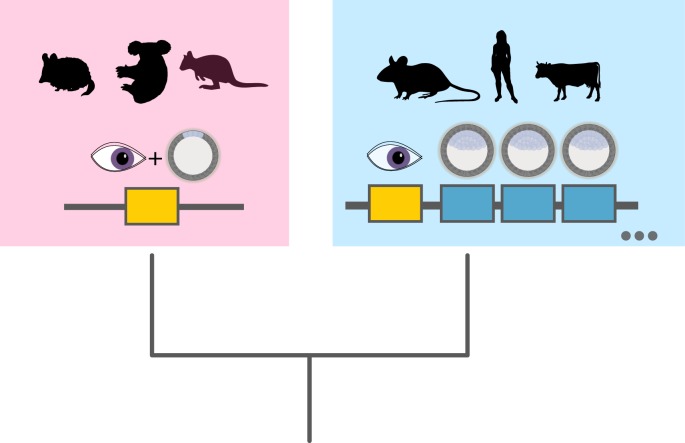
Duplication of *CRX* in eutherian lineage leads to specialization of duplicates into embryonic or retina-specific functions. In metatherians, *CRX* (yellow) continues to carry out both functions; in eutherians, embryonic roles are retained and elaborated on by ETCHbox genes (blue) while eutherian *CRX* retains functions in the eye. (Online version in colour.)

Subfunctionalization can occur through regulatory sequence evolution and/or coding sequence evolution. We find evidence for both. Changes in gene expression are indicative of regulatory evolution and it is striking that metatherian *CRX* is expressed in the very early stages of embryogenesis of the fat-tailed dunnart, as well as in adult eye, whereas in eutherian mammals *CRX* expression is limited to the eye. Coding sequence change is evident in the homeodomain of eutherian CRX, suggesting that sequence-specific DNA binding or transcription factor activity was altered in association with expression restriction to the eye. Changes to the encoded protein sequence clearly have functional relevance because when each is expressed in an ectopic situation, the eutherian and metatherian CRX proteins elicit different downstream effects. These differences could only be caused by protein sequence differences. When expressed ectopically in cultured cells, we found that a metatherian CRX protein caused a significant reduction in expression of sets of genes that would also normally fall in expression in the preimplantation embryo. Expressing eutherian CRX protein did not elicit the same transcriptomic response. These experiments also showed that the transcriptional effect of metatherian *CRX* ectopic expression has similarities to the effect of ETCHbox ectopic expression. For example, the ETCHbox gene *Oboxa1* and the metatherian *CRX* cause the same effect on the expression of candidate genes with known importance in both metatherian and eutherian embryo-maternal communication, *Hbegf* and *Ptgs2* [35], and on components of the SWI/SNF chromatin remodelling factor, *Smarca1*. We propose that metatherian *CRX*, and by extrapolation *CRX* of the common therian ancestor, functioned in the early embryo and the eye; following tandem gene duplication in eutherians, eye-associated functions were retained by one gene and embryonic functions were retained by a larger array of duplicates following DDC. Paradoxically, these latter duplicates, the ETCHbox genes, diverged greatly in sequence despite apparently retaining some ancestral roles.

Under the classical DDC model, one gene with two functions duplicates and each duplicate takes on one of the functions and becomes specialized. However, in the case studied here, the fate of the duplicated genes has been more complex. The *CRX* gene duplication events in eutherians gave rise to many gene copies. One of the copies, referred to by the same name as the ancestral gene *CRX*, underwent a rather limited degree of sequence change (although this did alter protein function, as discussed above). The other gene copies underwent extreme sequence change, and are barely recognizable as duplicates of *CRX* [5]. These are the genes that inherited the embryonic functions from *CRX* in an ancestral mammal.

A key question is why eutherians deploy multiple *CRX*-derived genes in early development when metatherian development occurs with the expression of a single *CRX* orthologue? And why have these *CRX*-derived genes diverged so radically in protein sequence from the ancestral sequence and from each other? We do not have clear answers to these questions, but they may lie in differences in early embryonic development. For example, eutherians have an extended gestation compared with metatherians, in which the embryo implants into the maternal tissue through an invasive (though quite variable) placenta. This may require regulation of additional gene activities, not present in metatherians. In addition, there are morphological differences between the embryos themselves; metatherian embryos do not have an inner cell mass at the blastocyst stage, instead having embryo-fated cells as a pluriblast on the surface, nor do they undergo cellular compaction [24,36–38]. These distinctions are candidate explanations for asymmetrical gene divergence of *CRX* and ETCHbox genes in eutherians, and for selective retention of multiple duplicates. The variation in copy number between eutherian species might also relate to variation in placental structure, or it may be an evolutionary consequence of partial redundancy [9]. This reasoning implies that the evolution of these genes in eutherians probably involved more than the DDC mechanisms that we uncover here. In addition to ancestral pleiotropic roles being divided between the descendent genes, we propose that ETCHbox genes acquired additional functions to ‘fine-tune’ embryo development, and for additional embryo–maternal interactions that were not present in the ancestral *CRX* gene. Therefore, rather than straightforward subfunctionalization under a DDC model, we suggest that ETCHbox genes have secondarily become entwined in regulatory networks specific to eutherian embryos through specialization (figure 7). We term this subfunctionalization-specialization mechanism DDC+.

We conclude that following *CRX* duplication in the evolution of eutherian mammals, aspects of classical DDC-mediated subfunctionalization occurred. However the influence of additional gene duplication events and extreme sequence divergence allowed incorporation of additional functions, thus adding a component of neofunctionalization on top of subfunctionalization and the realization of DDC+.

## Supplementary Material

Supporting data tables

Reviewer comments

## Supplementary Material

Supporting data figures

How the deposited data were processed for this re-analysis (not part of the article)

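RNA-seq of MEFs was analysed in 9 libraries, 3 each of control, eutherian (human) CRX and metatherian (opossum) CRX. The authors aligned paired reads with STAR v2.4.0 to mm10 (GRCm38) and deposited the raw count of each gene and library made with featureCounts v1.4.6, without normalization and without pooling replicates. The annotation release, the strand option and the treatment of reads with several alignments are not named in the paper's text. It also does not say whether the reads from both ends of a fragment were counted once or each. The FPKM values that the authors computed with Cufflinks v2.2.1 were not used here, and FPKM was computed from the deposited counts and the summed length of the merged exons of each gene.

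All counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Of 22068 genes, 3756 had no count in any library, and 2 gene names were listed a second time and kept apart. filterByExpr with the 3 conditions as groups kept 14599 genes, and a mean FPKM above 2 in at least 1 condition left 10100. TMM factors, the quasi-likelihood test (glmQLFit and glmQLFTest) with the replicate number as a block, and Benjamini-Hochberg adjustment over the 10100 genes gave the reported values, with calls at an adjusted p under 0.05. The block follows the paper's statement that samples were prepared in pairs. The paper does not say in its text which libraries form a pair. Deviations from the mean of the condition correlated above 0.1 in 8 of the 9 pairs of libraries with the same number. The correlation of eutherian and metatherian CRX replicate 2 was 0.0034, so that the numbers are not shown to mark the pairs. The highest correlation of libraries with different numbers was 0.72. It involved eutherian CRX replicate 2, which lies too close to replicate 1 to tell their numbers apart. Standard errors are the size of the log2 fold change divided by the square root of the F statistic. Log2 CPM used a prior count of 2.

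The depth was 54145701 to 94699657 counts per library. A count of 0 allows up to 3 counts, and such floors cover counting error only. They take each count as a separate event, and would be higher if both reads of a fragment were counted. Counts of replicate libraries differed by far more than the sampling noise, with a chi-square per degree of freedom of 30.8 in the closest pair (eutherian CRX replicates 1 and 2) and 1174 in the farthest (eutherian CRX replicates 1 and 3), and all 9 libraries were used as separate replicates. This does not show that they came from separate transfections. The paper's text says that RNA of each sample was taken in triplicate, and leaves open whether each replicate was transfected separately.

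The cell cycle list held the 97 S and G2/M genes of the R package Seurat 5.3.0, of which 82 were kept. The extracellular matrix list was made from 15 patterns of gene symbols, such as collagens and laminins, of which 81 genes were kept. Both were tested with camera at a preset correlation of 0.01. The Reactome sets of the package fgsea 1.28.0 were the alternative, with 490 of 505 cell cycle genes and 261 of 265 extracellular matrix genes matched by their Entrez identifiers. The overlap and the correlation of the comparisons with control were set beside 40 simulations of unchanged groups, drawn with the fitted dispersions against the real control counts and with the error of the control mean included. After the values had been seen, the correlation was also simulated 8 times for each fit with libraries left out.

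The genes named are those that the text names in the MEF experiment, those of S1G, those that S1C lists in opposite directions, and for each comparison with control the 3 highest and 3 lowest log2 fold changes among called genes that moved the same way in all 3 pairs of the same number. This rule, the design and the alternatives listed as such were fixed before the data were examined. They were no block, upper-quartile scaling, relative-log-expression size factors, DESeq2 1.42.0 on the counts and on rounded FPKM, 4 other filters, only the 6 libraries compared, thinned counts, 3 other thresholds, each library left out, and 4 changes to the set tests. After the values had been seen, 7 further settings were added, namely all libraries of each replicate number left out in turn, limma voom with library quality weights, edgeR's likelihood-ratio test, and DESeq2 on the counts and on rounded FPKM with only the 6 libraries compared. The correlation of the 2 comparisons with each library left out was also added then.

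The tests of single genes on counts were tested on simulated data with the real means and library sizes of the 10100 genes, 200 of them changed by a log2 fold change of 2. With the fitted dispersions, the quasi-likelihood test recovered 200 of the 200 with 13 false calls, DESeq2 200 with 55, the likelihood-ratio test 200 with 45 and limma voom with quality weights 200 with 14. DESeq2 on rounded FPKM was not tested in this way. The simulated change was larger than the medians of the genes that S1C lists for metatherian CRX, 0.67 for higher and -0.82 for lower. The simulated means also held no difference between replicate numbers and no far library. The simulation therefore does not show how many genes with such smaller changes are recovered, and it does not rank the tests on these libraries.

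The dunnart and mouse embryo data, the clusters of temporal profiles, the comparisons with ETCHbox genes and the qPCR were not analysed here. The table S1F was at hand only in part, and no overlap with it was tested.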

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

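The tests here were chosen after the counts were seen. Metatherian CRX replicate 1 held 4 counts on mouse *Crx*, above the 3 counts that a count of 0 allows, where the 3 control libraries and metatherian CRX replicates 2 and 3 held 0. Reads of opossum *CRX* may be counted on mouse *Crx* at the same rate in the 3 metatherian CRX libraries. All 4 counts would then fall in replicate 1 with a probability of 0.019. Replicate 1 was picked because the counts were seen there, so the probability for any 1 of the replicates is higher. The value covers counting error only, with each count taken as a separate event. If both reads of a fragment were counted, the probability and the 3 counts that a count of 0 allows would be higher. The level of the opossum gene in each library is not known, so unequal expression and chance cannot be told apart. Carry-over of RNA or reads from a eutherian CRX library would bring other transcripts found only there. No such transcript exists to look for, since 0 genes other than *Crx* had over 30 counts in every eutherian CRX library and at most 3 in every control, so this explanation also stays open. No biological explanation was tested. With 3 libraries per condition, no group was large enough to test for a single far library.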

How the results depend on the processing

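The alternatives with no added remark were fixed before the data were examined. Those added after the values had been seen, most of them because few genes were called in the design fixed in advance, are named as added. Counts are of genes at an adjusted p under 0.05 unless another threshold is named. For changes other than a filter, a threshold or fewer libraries, the cause was not tested.

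Replicate block. Without the replicate block, 0 genes were called higher or lower for metatherian CRX, against 0 and 3 with it, and 0 and 0 for eutherian CRX, against 2 and 59. The counts of genes lower in both (0) and of calls found in S1C (0, against 64) fell with them. The 6 set tests kept their direction and their side of the threshold without it, and the correlation (0.68 with the block) moved by less than its SD over the replicate numbers. The deviations of the libraries do not show that the replicate numbers mark pairs, since eutherian and metatherian CRX replicate 2 correlated at 0.0034. Same-numbered libraries of control and a CRX condition correlated from 0.27 to 0.70. Control replicate 1 correlated at 0.72 with eutherian CRX replicate 2 and at 0.70 with eutherian CRX replicate 1. These 2 eutherian CRX libraries differed with an SD of only 0.148, so this contrast cannot tell number 1 from number 2.

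Test. DESeq2 on the counts called 472 genes higher and 532 lower for metatherian CRX, 38 and 295 for eutherian CRX, 317 in the direct test, 22 higher and 187 lower in both, 11 of S1G and 1218 that S1C lists. DESeq2 on rounded FPKM called 9 and 23, 0 and 5, 2 in the direct test and 36 that S1C lists. With only the 6 libraries compared in the fit, 177 genes were higher and 221 lower for metatherian CRX, 0 and 0 for eutherian CRX and 0 lower in both, with 6 of S1G and 396 that S1C lists.

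Filter and threshold. Without the FPKM filter, 1 gene was lower in both. Without any filter on low counts, 106 genes were lower with eutherian CRX and 1 in both, and with at least 10 counts in every library 95 and 1. An FPKM above 2 in all libraries, which removes *Crx*, left 0 genes higher and 4 lower with eutherian CRX, 0 lower in both and 7 that S1C lists. At an unadjusted p, 913 genes were higher and 1056 lower for metatherian CRX, 225 and 640 for eutherian CRX, 1165 in the direct test, 117 and 408 in both, 13 of S1G and 1670 that S1C lists. At an adjusted p under 0.01, 0 genes were called higher or lower in either comparison, 0 lower in both and 0 that S1C lists. Upper-quartile scaling, relative-log-expression size factors, thinned counts and a minimum of 1.5-fold kept every count within 1.5 times.

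Set tests. With the estimated correlation, the adjusted p (limma) became 0.071 for the cell cycle genes with metatherian CRX (median -0.48), 0.29 and 0.18 for the extracellular matrix genes with metatherian (-0.72) and eutherian CRX (-0.75), and 0.20 for the cell cycle genes between the orthologues (0.12). Under fry the last 3 were 0.14 (-0.72), 0.090 (-0.75) and 0.077 (0.12). With the Reactome sets, the medians were -0.038 for the cell cycle genes and -0.14 for the extracellular matrix genes with metatherian CRX, and 0.023 for the cell cycle genes between the orthologues, none of the 3 past the threshold. With eutherian CRX they were -0.0096 for the cell cycle genes (adjusted p = 0.0069 from limma, from 8.3e-45 to 0.036 over all alternatives) and -0.29 for the extracellular matrix genes (adjusted p = 4.9e-07 from limma, from 2.7e-24 to 0.18 over all alternatives), both past the threshold but smaller in size than with the lists by more than 1.5 times. The extracellular matrix genes of Reactome differed between the orthologues (median 0.13, adjusted p = 0.0041 from limma).

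Each library left out. Across the 9 fits that each left out 1 library, metatherian CRX had from 0 to 395 genes higher and from 0 to 496 lower, with the most without eutherian CRX replicate 3. Eutherian CRX had from 0 to 5 genes higher and from 0 to 109 lower, with the most without metatherian CRX replicate 3. The direct test called from 0 to 340 genes. From 0 to 3 genes were higher and from 0 to 57 lower in both, from 0 to 10 were of S1G, and from 0 to 879 were listed by S1C. The correlation, added later, ran from 0.39 without eutherian CRX replicate 3 to 0.74 without control replicate 2. In simulations of unchanged groups for each fit, also added later, the observed value was below every simulation without eutherian CRX replicate 3 (simulated median 0.44) and without control replicate 3 (0.62 against 0.66), and above every simulation in the other 7 fits. The median of the cell cycle genes ran from -0.55 to -0.40 with metatherian CRX, from -0.77 to -0.59 with eutherian CRX, and from 0.07 to 0.24 between them. That of the extracellular matrix genes ran from -0.89 to -0.34 with metatherian CRX and from -0.95 to -0.39 with eutherian CRX, the smaller sizes without control replicate 3, and from -0.13 without eutherian CRX replicate 3 to 0.22 between them. The last was also reversed without metatherian CRX replicate 1 (-0.08), and it passed the threshold without eutherian CRX replicate 1 or 2, without metatherian CRX replicate 3 and, in the reverse direction, without eutherian CRX replicate 3. Where 0 genes were called, from 1019 to 1948 (metatherian CRX) and from 508 to 1047 (eutherian CRX) had an unadjusted p under 0.05.

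Settings added later. With all libraries numbered 3 left out, 1121 genes were higher and 1131 lower for metatherian CRX, 52 and 294 for eutherian CRX, 2280 in the direct test, 29 and 196 in both, 15 of S1G and 1524 that S1C lists, and the correlation was 0.37, below the 0.53 of unchanged groups simulated for that fit. With all libraries numbered 1 left out, and likewise with all numbered 2, 0 genes were called in any comparison, 0 lower in both and 0 that S1C lists, with 675 and 1043 genes for metatherian CRX, 409 and 704 for eutherian CRX and 151 and 454 in the direct test at an unadjusted p under 0.05. In these 2 fits the correlation was 0.74 without the libraries numbered 1 and 0.72 without those numbered 2. Both lay above every simulation of the same fit (medians 0.52 and 0.52). With those numbered 2 left out, the extracellular matrix genes differed between the orthologues (median 0.22). limma voom with library quality weights called 2287 and 2378 genes, 672 and 1025, 4883 in the direct test, 359 and 694 in both, 17 of S1G and 1873 that S1C lists. edgeR's likelihood-ratio test called 321 and 424, 19 and 230, 151, 11 and 145, 10 of S1G and 977 that S1C lists. DESeq2 on the counts with only the 6 libraries compared called 532 and 728, 44 and 329, 173, 31 and 215, 17 of S1G and 1544 that S1C lists, and on rounded FPKM 12 and 44, and 0 and 2.

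Single genes. The log2 fold change of *Hbegf* with eutherian CRX (0.07) ran from -0.56 without eutherian CRX replicate 3 to 0.56 without eutherian CRX replicate 2. It was -0.40 without control replicate 3. In settings added later it became -0.67 with the libraries numbered 3 left out and -0.34 with quality weights. Over all alternatives this log2 fold change ran from -0.67 to 0.66. That of *Smarca1* (-0.32) became 0.17 without eutherian CRX replicate 3 and 0.16 with the libraries numbered 3 left out. That of *Ptgs2* (-0.37) became 0.10 with the libraries numbered 2 left out. Of the other results for single genes under the alternatives fixed in advance with all libraries, 34 no longer passed the threshold and 6 newly passed it. With 1 library left out these numbers were 58 and 3, and in the settings added later 24 and 18.

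With every library thinned to 54145701 counts, the smallest total, 3 and 59 genes were called, so that fewer counts per library did not change these numbers by more than 1.5 times.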

Differences from the paper's values

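For metatherian CRX against control, 0 genes were higher against the paper's 661, and 3 lower against the paper's 835, 3 in all against the paper's 1496. For eutherian CRX, 2 were higher against the paper's 118 and 59 lower against the paper's 462, 61 in all against the paper's 580. In both comparisons, 0 genes were higher against the paper's 61 and 2 lower against the paper's 278. The numbers here are at an adjusted p from edgeR. The paper's text gives p under 0.05 without saying whether it was adjusted, and its figure 3 plots adjusted p, so the thresholds may differ.

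Of the alternatives set before the data were examined, an unadjusted p under 0.05 came within 1.5 times of the paper's numbers for metatherian CRX (913 higher, 1056 lower, 1969 in all), for the genes lower with eutherian CRX (640) and in all (865), and for the genes lower in both (408), but not for the genes higher with eutherian CRX (225) or in both (117). DESeq2 on the counts did so for the genes higher with metatherian CRX (472) and in all (1004) and for the genes lower in both (187), but not for the genes lower with metatherian CRX (532), for eutherian CRX (38 higher, 295 lower, 333 in all) or for the genes higher in both (22). The paper's methods name DESeq2 on FPKM, and that setting, with FPKM computed here and rounded, gave 32 genes in all for metatherian and 5 for eutherian CRX. None of the other alternatives set before the data were examined closed any of these gaps.

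Among the settings chosen after seeing the values, DESeq2 on the counts with only the 6 libraries compared came within 1.5 times for metatherian CRX (532 higher, 728 lower, 1260 in all), for the genes lower with eutherian CRX (329) and for those lower in both (215). Leaving out all libraries numbered 3 did so for the genes lower with metatherian CRX (1131) and for those lower in both (196).

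The paper states that metatherian CRX changed more genes than eutherian CRX. In the fit of all 9 libraries the numbers were 3 and 61. At an unadjusted p under 0.05 they were 1969 and 865, and metatherian CRX had more at that threshold in every setting. Metatherian CRX had more called genes with DESeq2 on the counts, DESeq2 on rounded FPKM, only the 6 libraries compared in the fit, an unadjusted p, and without eutherian CRX replicate 3 or metatherian CRX replicate 3, and in 5 of the 7 settings chosen after seeing the values.

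The paper links genes lowered by metatherian CRX to the extracellular matrix and those lowered by eutherian CRX to the cell cycle. The median log2 fold change of the extracellular matrix list was -0.72 with metatherian and -0.75 with eutherian CRX, and that of the cell cycle list -0.48 and -0.67. With the Reactome sets these medians were -0.14 and -0.29 for the extracellular matrix and -0.038 and -0.0096 for the cell cycle. Neither the lists nor these sets are the GO terms of the paper.

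The paper names *Hbegf*, *Ptgs2* and *Smarca1* as regulated by metatherian CRX. It also rests this on qPCR after repeated transfections, which was not analysed here. In the RNA-seq libraries, the adjusted p of these genes was 0.35, 0.29 and 0.30 from edgeR. All 3 were called by DESeq2 on the counts with only the 6 libraries compared and by limma voom with quality weights, both chosen after seeing the values. *Smarca1* was also called with only the 6 libraries compared in edgeR's fit, without eutherian CRX replicate 3 and, in a setting chosen after seeing the values, with all libraries numbered 3 left out. The paper names none of the 3 as regulated by eutherian CRX, and *Ptgs2* was called there, as lower, by limma voom with quality weights.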

Other observations

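All tests in this part were chosen after the results they concern were seen, and the patterns are hypotheses found and tested on the same 9 libraries.

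Eutherian CRX replicate 3 differed from eutherian CRX replicates 1 and 2 with an SD of the log2 differences of 0.850 and 0.885, where the other pairs of replicates had between 0.148 and 0.573. Its log2 differences from their mean had an SD of 0.86 over the 10100 genes, against 0.49 for control replicate 3 and 0.55 for metatherian CRX replicate 3. On the genes that S1C lists for metatherian CRX only, the 555 kept genes listed as higher had a median log2 difference from the control mean of -0.02 and -0.12 in eutherian CRX replicates 1 and 2 and of 0.71 in replicate 3, where the metatherian CRX libraries had 0.53, 0.65 and 0.75. The 515 kept genes listed as lower had -0.08 and 0.01 in eutherian CRX replicates 1 and 2 and -1.18 in replicate 3, where the metatherian CRX libraries had -0.57, -0.70 and -1.09. The paper does not report values per replicate in its text.

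Several explanations of this library are argued against. It held 313 *Crx* counts, where control and metatherian CRX libraries held at most 4, which a swap with one of these libraries does not allow. In it 144 genes lay more than 1 log2 unit outside the range of the other 8 libraries, against 83 in metatherian CRX replicate 3, 34 in control replicate 3 and at most 2 in the other libraries, which a mixture of eutherian and metatherian CRX cells does not allow as the whole cause. The number was 143 after thinning every library to one total, and 143 after removing the 20 most abundant genes of each library, so neither depth nor a few abundant genes account for it. GC content and gene length, known for 99.6% of the genes, took up 4.29% of the variance of its difference. A lower level of the transgene stays open. Its *Crx* level was the lowest of the eutherian CRX libraries, at 4.14 CPM against 7.82 and 14.7 CPM. The SD of its log2 difference from control replicate 3 was 0.68, against 0.30 and 0.36 in numbers 1 and 2, so it did not lie closer to control. That a lower level brings cells closer to control was not tested. Such an SD also holds differences between preparations, and it was 0.551 between control replicates 1 and 3.

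A difference between preparations that the libraries numbered 3 share is in line with the values in part. Control replicate 3 differed from controls 1 and 2 in the same genes and directions (r = 0.69 across genes), and for metatherian CRX replicate 3 the correlation with eutherian CRX replicate 3 was 0.46. Between control replicate 3 and metatherian CRX replicate 3 it was 0.27. Such a difference of equal size in the 3 conditions is argued against as the whole cause. The SD in eutherian CRX was 1.78 times that in control, but an SD also holds variance that the libraries do not share. The slope of the eutherian CRX replicate 3 difference on that of control replicate 3 was 1.23, so a shared part of near equal size stays open. A block on the replicate number removes only an equal difference. The labels name 1 sequencing run for all libraries and give no date or batch of preparation.

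A candidate explanation on the biological side is that in replicate 3 the cells answered eutherian CRX as other replicates answered metatherian CRX. Its difference from replicates 1 and 2 followed the difference of metatherian CRX from control in numbers 1 and 2 (r = 0.56 across genes, with no library in common). However, the difference of control replicate 3, which received no CRX, from controls 1 and 2 followed the difference of metatherian from eutherian CRX in numbers 1 and 2 (r = 0.61), so that a response to CRX and a state of the cells that also varied in the controls cannot be told apart with 1 such library. The difference of metatherian CRX replicate 3 from replicates 1 and 2 went against the difference of eutherian CRX from control in numbers 1 and 2 (r = -0.195).

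Other splits of the 6 libraries of each comparison were counted, and the 10 splits of 3 libraries against 3 cannot give a share under 0.05. For metatherian CRX against control 1 of the 10 splits, the real one, gave 3 or more called genes, and for eutherian CRX against control 1 of 10, the real one, gave 61 or more. In the direct test all 10 of 10 gave 0 or more, since 0 genes were called. The median of the cell cycle genes was as large in size in 1 of 10 splits for metatherian CRX, 1 of 10 for eutherian CRX and 5 of 10 between the orthologues, and that of the extracellular matrix genes in 3 of 10, 3 of 10 and 9 of 10. A split of the libraries of metatherian CRX and control that put metatherian CRX replicates 1 and 3 with control replicate 1 gave a median of the extracellular matrix genes of -0.73, and one that put metatherian CRX replicate 1 with control replicates 1 and 3 gave 0.83, against -0.72 for the real one. For eutherian CRX the splits of the same form gave -1.05 and 0.85, against -0.75. All of these put both libraries numbered 1 in one group. Of the 10 splits of each comparison, 4 part every pair of the same number, the real one included, and the other 6 part only 1 pair, since they leave both libraries of the other numbers in the same group. The replicate numbers are not shown to mark pairs, although the deviations of same-numbered libraries correlated at 0.27 or more in the comparisons with control. There the real split was the largest of these 4 in the calls and in the size of both medians. The other 3 gave medians of the extracellular matrix genes from -0.46 to 0.49 for metatherian and from -0.53 to 0.48 for eutherian CRX. Between the orthologues, where the pair numbered 2 correlated at 0.0034, the median of the cell cycle genes was as large in 2 of these 4 and that of the extracellular matrix genes in 3 of 4. With 4 splits no share can fall under 0.05.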
